A study of Homo sapiens with 7 samples. Its data were reported in "iGEM as a human iPS cell-based global epigenetic modulation detection assay provides throughput characterization of chemicals affecting DNA methylation" (2023).

How the data were processed

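Gene expression was measured in 7 libraries of human induced pluripotent stem cells (iPSCs), an established line, that carried a fluorescent reporter of methylated DNA. Exposure lasted 48 h. The 2 control libraries received the DMSO vehicle alone. Biotin, propyl gallate and theophylline were each given at 1 µM, etoposide at 1 nM and bisphenol A at 30 nM, with 1 library per chemical. Groups and control numbers were taken from the sample labels. The assay was a targeted panel in which short stretches of 100 stemness-related transcripts are amplified by PCR and sequenced, so that a gene's reads come from its amplicon and not from the whole transcript. The amplified position within each gene was not used here.

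The authors annotated the reads to the human hg19 build and quantified them per gene; the aligner and the counting software were not stated. The table deposited by the authors for the whole series holds estimated counts per gene for 6 libraries, without normalization; between 67% and 97% of its values per library were whole, and all were rounded to whole reads here. The files deposited per library hold log2 values, which the study's methods describe as RPKM (reads scaled by gene length and library total), and each value is relative to a baseline per gene. Differences between the log2 values of 2 libraries were compared with the log2 ratios of their counts. Among control 1, biotin, propyl gallate and theophylline these agreed up to 1 constant per library, with a standard deviation (SD) over genes of at most 3.83e-07, and the same held between control 2 and bisphenol A (3.53e-07). Between control 1 and control 2 the SD was 0.64, and between control 1 and bisphenol A it was 0.81. The log2 values had therefore been computed in 2 sets with separate baselines: 5 libraries (control 1, biotin, etoposide, propyl gallate and theophylline) and 2 libraries (control 2 and bisphenol A). These are called file sets below. Log2 values were compared only within a file set.

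The analysis had been planned on counts from this table for all 7 libraries. Table counts of etoposide were not used here, and the etoposide reads were recovered instead from that library's log2 values. The ratio to the other 4 libraries of its file set was computed for each gene, and the smallest scale was sought at which at least 80% of the 30 lowest values lay within 0.02 of a whole number. In the recovered library 88.5% of the 78 genes with reads were whole, and the total was 56811 reads. The same procedure, run on libraries whose counts were known, returned the count of every gene it could place in control 1 (98 genes), biotin (99) and theophylline (100), and in propyl gallate it returned 97 of 98, the other differing by 1 read.

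Reads were scaled to CPM (reads scaled to a panel total of 1000000) by the total of each library, 0.5 reads were added before taking log2, and genes with a mean of at least 10 reads over the 7 libraries were tested. This left 74 of 100 genes; 11 genes had no read in any library, and 15 others fell under the minimum. The log2 fold change of a chemical was its log2 CPM minus the mean log2 CPM of the 2 controls. Each fold change was also computed against the control of the same file set alone. The 95% interval given for a log2 fold change is a normal approximation from the read counts, and the interval of a read share is Wilson's. A library with 0 reads of a gene allows up to 3 reads, and a fold against libraries at or under 3 reads was computed against that floor. For a count above 0 but at or under 3 reads, this floor is not a 95% limit. PCR reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

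With 1 library per chemical no replicate test between a chemical and the control was possible, and edgeR and DESeq2 were used only for their scaling factors. Genes were counted when they differed at least 2-fold from each control in the same direction. Read shares were compared between pairs of libraries with a two-sided Fisher's exact test of a gene's reads against all other panel reads, with Benjamini-Hochberg adjustment over the 74 genes; a gene was counted when its adjusted p was under 0.05 against each control in the same direction. This test compares libraries, not conditions. Fold-change profiles were compared by Pearson correlation across genes, which are not independent replicates, and clustered by Euclidean distance with average linkage.

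Background values came from 1000 simulations of 7 unchanged libraries with the real totals and the mean gene shares, which share their 2 controls as the real libraries do. Counts by Fisher's exact test were taken from 200 simulations. One set had counting noise only, and the other had negative-binomial noise with the common dispersion of the control pair (0.239, estimated over 73 genes). The dispersion model gave a control pair with a lower SD of log2 ratios (median 1.09) and more 2-fold genes (median 26) than the real pair (1.45 and 16), so it describes the spread between libraries only roughly. The dispersion also holds any difference between the file sets, because the controls lie in different sets.

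The genes named in the text were fixed before the data were examined, as were the tests and the alternatives unless stated. They were a list of 9 genes on which the study reported (CCNA2, CCND2, CREBBP, JAG1, JUND, LIFR, NOTCH4, RB1 and SMAD4), the pluripotency genes POU5F1, NANOG, SOX2 and DNMT3B, and for each chemical up to 3 genes with the highest and 3 with the lowest log2 fold change among those that differed in read share from both controls and by more than the controls differed from each other. The median of the 9-gene list was set against 10000 random lists of the same size matched on mean expression. Other genes are named only where stated, and 1 gene selected by this rule is not reported here.

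Alternatives covered the read minimum, the pseudocount, the scaling (edgeR TMM, DESeq2 size factors, and the total without the most abundant gene), each control left out, the fold and p-value thresholds, the correlation measure and the deposited log2 values. All functions were tested on simulated data in which 20 of the 74 tested genes changed. With counting noise only, Fisher's exact test found between 85.1% and 97.2% of the changed genes per library and called 0% of genes in unchanged libraries. With the dispersion of the control pair it found between 61.8% and 74.9% and called between 36.7% and 47.6% of genes in unchanged libraries.

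Coordinates are those of the count table (hg19). Of the 100 gene symbols, 99 were found in the GENCODE release 44 annotation for the same assembly, and all 99 overlapped the annotated gene on the same strand. Reads of POU5F1 and NANOG are uncertain, since both have near-identical processed copies elsewhere in the genome and the counting of such reads was not stated. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The methylation measurements of the study were not analysed here.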

Results

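The expression of 100 stemness-related genes was measured by targeted RNA sequencing in human iPSCs, a cell type that can self-renew and form all tissues of the body. The cells were exposed for 48 h to the vehicle (n = 2), or to biotin (a B vitamin), etoposide (a topoisomerase inhibitor), propyl gallate (an antioxidant food additive), theophylline (a compound of tea leaves) or bisphenol A (a plastics monomer), with n = 1 for each chemical. None of the chemical libraries had a replicate, and the spread between the 2 controls was the only replicate error. Total panel reads were 73588 in control 1, 65865 in control 2, 40015 with biotin, 56811 with etoposide, 80505 with propyl gallate, 19052 with theophylline and 292079 with bisphenol A, a 15.3-fold range. A count of 0 therefore allowed up to 10.3 CPM in the bisphenol A library and up to 157 CPM in the theophylline library. The 5 most abundant genes held between 45.1% and 51.5% of the reads of a library.

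The first question was how far untreated libraries differ. Over the 74 tested genes the log2 ratio of control 1 to control 2 had an SD of 1.45, and the median size of the ratio was 0.41. The Pearson correlation of log2 CPM across genes was 0.860 and the Spearman correlation was 0.928. The 2 controls differed at least 2-fold in 16 genes (21.6%), of which 7 were higher in control 1 and 9 in control 2. Read shares differed between the 2 control libraries in 51 genes (68.9%) by Fisher's exact test at an adjusted p under 0.05. The spread was far above counting noise, for which 1000 simulations gave a median SD of 0.23 and a largest value of 0.48. Of the 4 alternatives that could move the SD, no read minimum gave 1.68 and a minimum of 50 reads gave 1.33. A pseudocount of 5 reads gave 1.05 and of 1 read 1.32. Each shift was within a tolerance from a bootstrap over genes, but that tolerance is wide, so the SD is not shown to be stable. The largest ratio, -8.04, was that of ABCG2, named here because of its values, with 0 reads in control 1 and 117 in control 2.

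The controls lay in different file sets, and each treated library lay nearer to the control of its own set. The SD of the log2 ratio against the control of the same set was 1.15 with biotin, 0.77 with etoposide, 0.95 with propyl gallate, 1.16 with theophylline and 1.10 with bisphenol A. Against the control of the other set it was 1.36, 1.42, 1.79, 1.70 and 1.61, respectively. The 2 libraries of the smaller set lay outside the range of the other 5 libraries in 24 of the 74 genes (32.4%), where an arbitrary split of 7 libraries into 2 and 5 parts 9.52% of genes. In the larger set, the 4 chemicals can be compared with control 1 within the set. In the smaller set, bisphenol A can be compared only with control 2. Spreads, counts and correlations within a set are therefore given beside those against both controls, and values of single genes within a set only where stated.

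**Figure D1:**
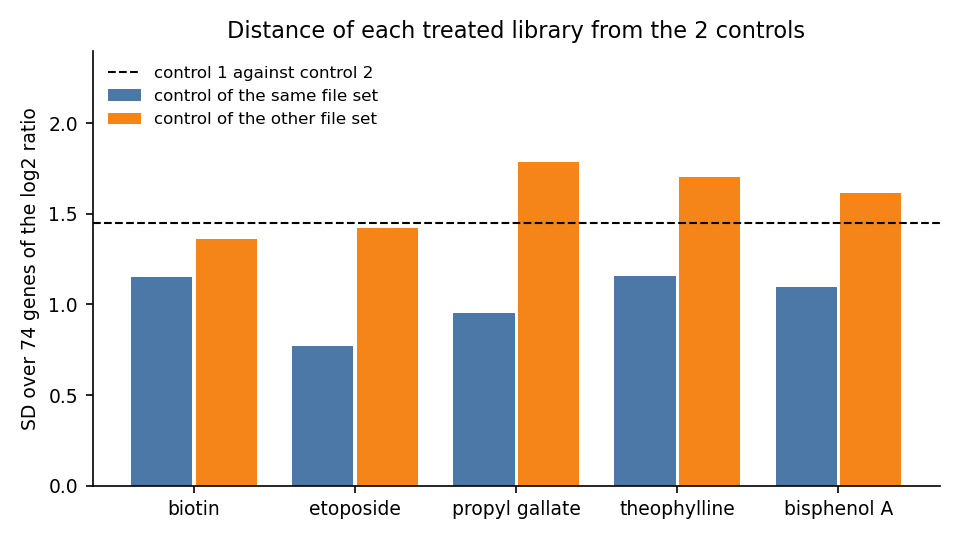
SD over the 74 tested genes of the log2 ratio of each treated library to the control of its own file set (blue bars) and to the control of the other set (orange bars), with the control pair as a dashed line. Each of the 5 treated libraries has the lower bar against its own set, from 0.77 to 1.16.

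Effects of the chemicals on overall gene expression were compared by the spread of the log2 fold changes against the mean of both controls. The SD over genes was 1.03 with biotin, 0.89 with etoposide, 1.23 with propyl gallate, 1.26 with theophylline and 1.17 with bisphenol A. Simulated unchanged libraries with the dispersion of the control pair gave a 95% range of 0.78 to 1.13 for biotin and 0.79 to 1.12 for etoposide, which held the observed values. For propyl gallate (0.79 to 1.11), theophylline (0.80 to 1.16) and bisphenol A (0.78 to 1.09) the observed SD was higher. Within the file set none of the 5 values exceeded the SD of the control pair. That pair spans the 2 file sets, so its SD holds any difference between the sets, which the values within a set leave out. The comparison therefore cannot show that the chemicals had no effect. The alternative that moved the spread most was the removal of control 1, which raised the SD to 1.79 with propyl gallate.

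Genes that differed at least 2-fold from both controls in the same direction numbered 4 with biotin (2 higher, 2 lower), 2 with etoposide (1 higher, 1 lower), 4 with propyl gallate (1 higher, 3 lower), 14 with theophylline (4 higher, 10 lower) and 4 with bisphenol A (1 higher, 3 lower). Unchanged libraries simulated with the dispersion of the control pair gave a median of 12 such genes for theophylline and of 10 or 11 for the other chemicals, and with counting noise alone a median of 1 for theophylline and of 0 for the others. With that dispersion the simulated control pair had a median of 26 genes at 2-fold, against 16 in the real pair. The model thus gives too many such genes, and a count inside its range does not show that a library was unchanged. Against the control of the same set alone the counts were 9, 6, 4, 19 and 7 genes, respectively. The 19 with theophylline include FGF1 and ABCG2, which had 0 reads there and in control 1 and passed only through the added 0.5 reads. The 4 with propyl gallate include FGF4, with 0 reads against 1 in control 1. Against both controls, 1 of the 4 genes higher with theophylline was FGF1. It had 0 reads there and in both controls and passed only because 0.5 reads were added to unequal totals. Without it 13 genes remained, 3 higher and 10 lower. A count of 0 bounds a level only from above, so each count of 3 reads or fewer was also set to the limit of 3 reads where that made the fold smaller. This removed NFATC1 and BMP1 as well, which had 0 reads with theophylline, and left 11 genes, 3 higher and 8 lower. With propyl gallate it removed FGF1 and FGF4 and left 2 genes, both lower. The counts of the other 3 chemicals did not change. The excess of lower genes in theophylline depended on the scaling. With these limits TMM scaling gave 5 higher and 5 lower genes, DESeq2 size factors gave 5 and 6, and the total without the most abundant gene gave 3 and 8. TMM and DESeq2 scaling raised the median log2 fold change of all tested genes by 0.33 and 0.26 in theophylline and by 0.11 and 0.13 in propyl gallate, and changes in these libraries are relative to that shift.

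Read shares differed from both controls, by Fisher's exact test between libraries with an adjusted p under 0.05 against each, in 20 genes with biotin (7 higher, 13 lower), 13 with etoposide (8 higher, 5 lower), 22 with propyl gallate (6 higher, 16 lower), 32 with theophylline (10 higher, 22 lower) and 24 with bisphenol A (11 higher, 13 lower). These were 27.0%, 17.6%, 29.7%, 43.2% and 32.4% of the tested genes. In 200 simulations of unchanged libraries with the dispersion of the control pair, the same test called a median of 30, 32, 33, 27 and 35 genes. The count with theophylline lay inside its simulated 95% range of 20 to 36 genes, and the other 4 lay below theirs. Against the control of the same set alone the test called 43, 28, 43, 47 and 45 genes, each fewer than the 51 genes that differed between the 2 controls. The controls lie in different file sets, so their 51 genes hold any difference between the sets and do not measure the spread within a set.

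**Figure D2:**
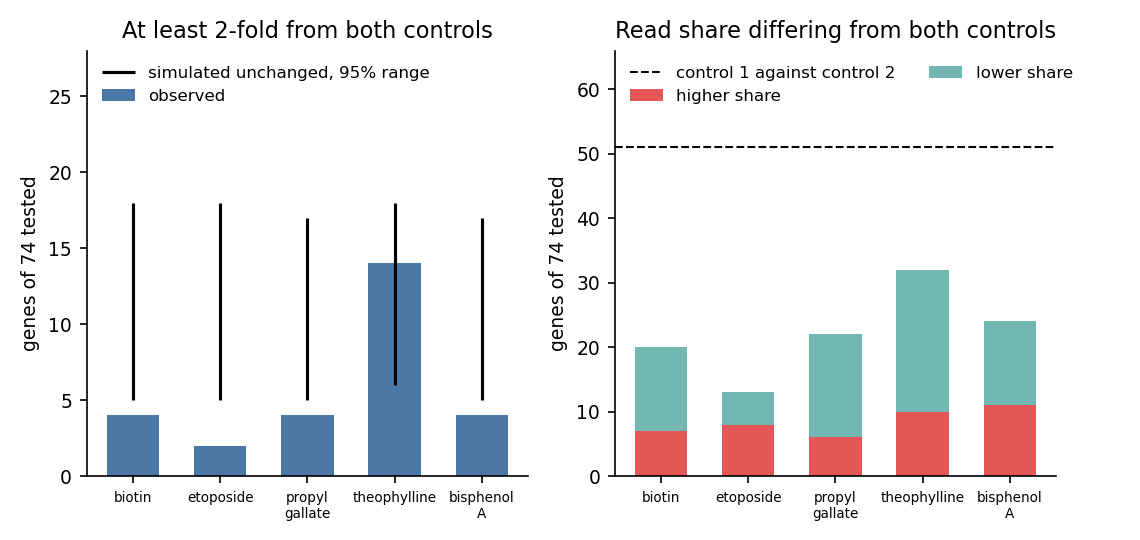
Genes of the 74 tested that differed at least 2-fold from both controls (left, bars, with the 95% range of simulated unchanged libraries with the dispersion of the control pair as black lines), and genes whose read share was higher or lower than in both controls by Fisher's exact test (right, stacked bars, with the control pair as a dashed line). Theophylline has the highest bar in both plots, with 14 and 32 genes, and its 14 genes lie inside the simulated range. The same simulations gave the control pair 18 to 34 genes at 2-fold, above the 16 of the real pair, so the range is too high to serve as a test.

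Single genes with the largest differences were then examined. FGF1 (gene ID 2246; chromosome 5, 141971743 to 142077635, minus strand) had 0 reads in both controls. It had 15 reads with biotin, 10 with etoposide and 54 with bisphenol A, which is at least 8.23-fold, 3.86-fold and 4.06-fold higher than either control allows. It had 6 reads with propyl gallate and 0 with theophylline. GLI1 (gene ID 2735; chromosome 12, 57853918 to 57866047, plus strand) had 168 and 188 reads in the controls and 1 read with theophylline. Its log2 fold change there was -5.02 (95% counting interval -7.34 to -2.71). With that count set to 3 reads it was 14.5-fold lower than the lower control. This is not a lower bound, since the limit of 3 reads holds for a count of 0. GLI1 was also lower with biotin, with a log2 fold change of -1.14 (95% counting interval -1.58 to -0.70), and with etoposide, at -0.93 (-1.28 to -0.57). It was higher with bisphenol A, at 0.52 (0.34 to 0.69). With propyl gallate it was 0.26 (0.02 to 0.49), smaller than the difference of 0.32 between the controls. FZD9 (gene ID 8326; chromosome 7, 72848109 to 72850450, plus strand) had 33 and 59 reads in the controls. It had 0 reads with propyl gallate, which at the limit of 3 reads is at least 12.0-fold lower than the measured level of either control. With biotin it had 2 reads and a log2 fold change of -3.36 (-5.17 to -1.55). The FZD9 log2 fold change was -1.54 (-2.40 to -0.69) with etoposide and -0.76 (-1.17 to -0.35) with bisphenol A. With theophylline it was -0.09 (-0.98 to 0.80), and 0.41 against control 1. The controls differed by 0.99.

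The other genes selected with biotin were PSEN2 (log2 fold change -1.46), NFATC1 (2.77) and APC (0.85). With etoposide IL6ST (-0.89) and LIFR (-0.72) were lower, and AXIN1 (0.62) was higher. With propyl gallate CD44 (-1.89) and FZD6 (-1.31) were lower, and ALDH2 (0.73), HDAC2 (0.49) and APC (0.34) were higher. With theophylline FZD6 (-1.90) and JAG1 (-1.84) were lower, and SUFU (1.88) and BMP2 (1.67) were higher, as was FZD8 (1.27 against control 1). With bisphenol A FOXA2 (-5.00), NFATC1 (-3.11) and FZD6 (-1.42) were lower, and CCNE1 (0.86) and CREBBP (0.58) were higher. The FOXA2 value rested on 5 reads with bisphenol A, and its controls differed by 2.53 on the log2 scale. Unless stated, the values of these genes are against the mean of both controls. Within the file set some were smaller in size and others larger. SUFU with theophylline was 1.29, and FZD6 with bisphenol A was -1.79. Among the values of the 30 genes and chemicals selected by this rule, 0 changed direction under a pseudocount of 5 reads or under TMM or DESeq2 scaling. These scalings add 1 constant per library, at most 0.33, which was smaller than each selected value of the same library. The scalings thus could not reverse these values, and the count does not show that they are stable.

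The pluripotency genes were abundant in every library. POU5F1 (gene ID 5460; chromosome 6, 31132114 to 31138470, minus strand) held 17.1% of the reads in control 1 (Wilson 95% interval 16.9% to 17.4%) and 16.9% in control 2 (16.7% to 17.2%). Its log2 fold changes ranged from -0.05 with bisphenol A to 0.27 with propyl gallate, and all 5 were larger than the 0.02 between the controls. The upper end depended on the scaling. With TMM and DESeq2 scaling POU5F1 was 0.45 and 0.38 with theophylline, and 0.38 and 0.39 with propyl gallate. The POU5F1 reads can include those of near-identical copies. NANOG ranged from -0.62 with theophylline to 0.07 with bisphenol A, and its difference from each control exceeded that between the controls with biotin (-0.48) and theophylline. With TMM and DESeq2 scaling the NANOG value with theophylline was -0.29 and -0.36. SOX2 ranged from -0.27 to 0.15 and exceeded the control difference, from each control, with 0 of the 5 chemicals. Its direction with theophylline reversed under TMM (0.12) and DESeq2 (0.05) scaling, and with etoposide it lay within 0.02 of 0 under each of these. DNMT3B ranged from -0.56 with etoposide to 0.16 with bisphenol A, and its difference from each control exceeded that between the controls only with etoposide. With theophylline it was -0.49 against the mean of both controls, larger than the control difference of 0.33, but -0.32 against control 1.

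The study compared expression profiles between the chemicals and set etoposide beside propyl gallate, which it had classed with biotin as hypermethylation agents. Against the mean of both controls, the log2 fold changes of etoposide and propyl gallate had a Pearson correlation of 0.707 across genes, the highest of the 10 pairs. Biotin and etoposide followed at 0.630, and biotin and propyl gallate at 0.591. By Spearman correlation etoposide and propyl gallate again ranked highest, at 0.563, but these other 2 pairs had 0.258 and 0.273, lower than etoposide and theophylline (0.334) and propyl gallate and theophylline (0.322). The 4 pairs with bisphenol A had Pearson correlations between -0.0649 and 0.0769 and Spearman correlations between -0.290 and -0.138. Libraries that share controls correlate without any effect, and unchanged libraries with the dispersion of the control pair gave a median of 0.336 for etoposide and propyl gallate, a 95% range of 0.0969 to 0.534 and a largest value of 0.694. With counting noise alone, 59 of 1000 simulations reached the observed value. Against control 1 of the same file set, the correlation of etoposide and propyl gallate fell to 0.505 and ranked 3 among the 10 pairs. The simulated median under that control was 0.504. The same simulations did not describe the 3 pairs with theophylline, whose correlations of 0.189 with biotin, 0.201 with etoposide and -0.0135 with propyl gallate lay below their 95% ranges. Biotin and etoposide ranked 1 at 0.689, above the simulated 95% range of 0.292 to 0.657, but with counting noise alone 76 of 1000 simulations reached that value, and its Spearman correlation was 0.313. By Pearson correlation the high rank of the etoposide and propyl gallate pair thus did not hold within the file set. The margin was small, since biotin and propyl gallate ranked 2 at 0.525. A gene near the floor enters these values. FGF1, with 0 reads in control 1, had log2 fold changes of 5.83 with biotin, 4.77 with etoposide and 3.57 with propyl gallate. These came from 15, 10 and 6 reads, and correlations without FGF1 were not computed. By Spearman correlation etoposide and propyl gallate had 0.300 within the set, close to the 0.313 of biotin and etoposide, and biotin and propyl gallate had 0.118. Bisphenol A has a correlation with no other chemical within its set, which holds 1 chemical. Without control 1 the correlation rose to 0.876.

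Clustering by Euclidean distance joined biotin and etoposide first, at a distance of 7.13, and then propyl gallate, at 8.39. The choice of control cannot change these distances, because the same control is subtracted from each library of the larger set. The distance between etoposide and propyl gallate was 7.66, the second smallest of the 10. Genes near the floor enter these distances. FZD9 had 12 reads with etoposide and 0 with propyl gallate, at log2 fold changes of -1.54 and -6.69 against both controls. ABCG2 had 6 reads with biotin and 0 with etoposide, at 0.56 and -3.64. Distances without these genes were not computed, so the merge order is not shown to be stable. The study clustered RPKM fold changes of the whole panel, whereas the distances here use the 74 tested genes with 0.5 reads added.

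**Figure D3:**
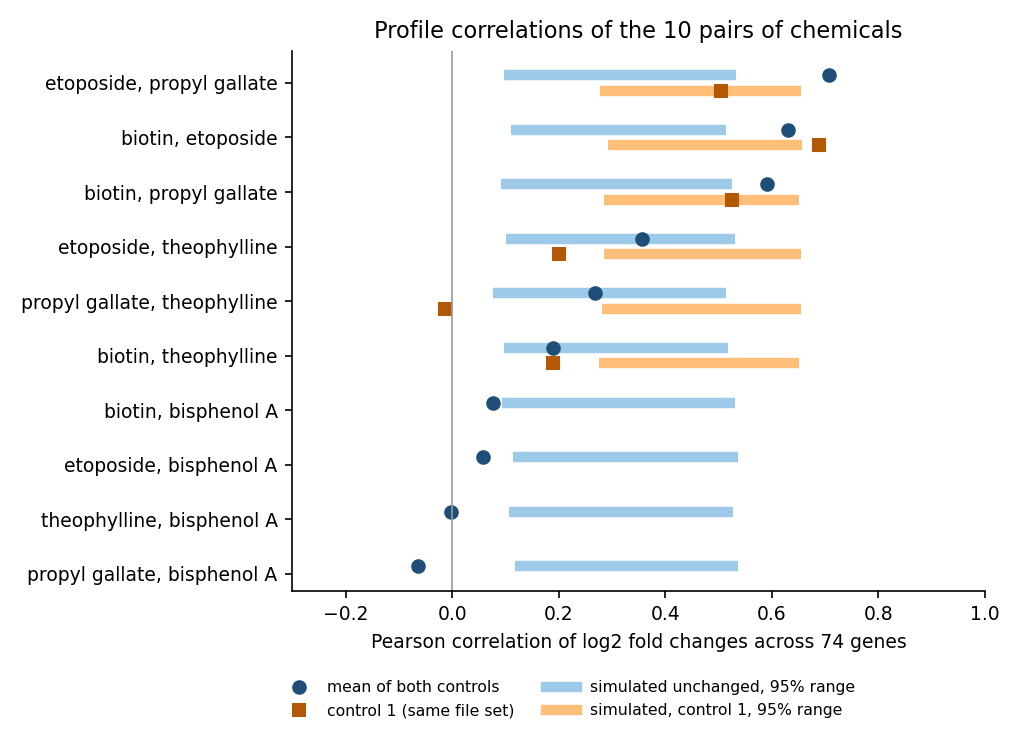
Pearson correlation across 74 genes of the log2 fold changes of each pair of chemicals against the mean of both controls (circles) and, for the 6 pairs of the larger file set, against control 1 (squares), with 95% ranges of simulated unchanged libraries as blue and orange bars. The circle of etoposide and propyl gallate, 0.707, lies above its bar, and the square, 0.505, lies inside it.

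Genes lower with both etoposide and propyl gallate were counted next. Against the mean of both controls there were 29 such genes of 74, and the simulated unchanged libraries gave a median of 22 and a 95% range of 11 to 34. The other 9 pairs had between 13 and 28. Within the file set there were 25 genes, where the simulated median was 24 and the 95% range 13 to 37, and in 14 of them the 95% counting interval lay below 0 for both chemicals. Propyl gallate and theophylline shared 28 lower genes within the set. The count varied most with the threshold, with 7 genes under a log2 fold change of -0.5 in both. In the deposited log2 values of all 100 genes against control 1, 28 genes were lower with both chemicals, 25 of them among the 74 tested, and 4 of the 28 had 0 reads in at least 1 of the chemical libraries.

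The study drew attention to 9 genes. It took them from the genes lower with both chemicals in these libraries, as those with higher mean methylation of CpG sites with both. Their expression values here are thus not independent evidence. NOTCH4 (gene ID 4855; chromosome 6, 32162620 to 32191844, minus strand) had 11 reads in control 1 and 0 in the other 6 libraries, control 2 included, and fell under the read minimum. The other 8 had a median log2 fold change of -0.32 with etoposide and -0.23 with propyl gallate. Among 10000 random lists matched on expression these lay at percentiles 0.44 and 23.5. Within the file set the medians were -0.16 (percentile 4.13) and -0.29 (14.8), and with NOTCH4 at its bound they were -0.17 and -0.32. Within the set all 8 genes were lower with both chemicals with scaling to the panel total, 7 with TMM or DESeq2 scaling (not RB1), and 6 when the most abundant gene was left out of the total (not CCND2 or RB1). Against control 2, 6 of 8 were lower with both, where 34 of all 74 genes (45.9%) were, and 5 of 8 were with TMM and 4 of 8 with DESeq2 scaling.

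LIFR (gene ID 3977; chromosome 5, 38475065 to 38595507, minus strand) had 502 and 420 reads in the controls and 228 with etoposide. Its log2 fold change was -0.72 (-0.92 to -0.51), against a control difference of 0.10, and the adjusted p of Fisher's exact test between libraries was 1.45e-10 and 3.79e-08 against the 2 controls. CCND2 (gene ID 894; chromosome 12, 4382902 to 4414522, plus strand) had a log2 fold change of -0.61 (-0.68 to -0.54) with propyl gallate, where the controls differed by 0.54. Against control 1, CCND2 with propyl gallate was -0.34, smaller than that difference, and LIFR with etoposide was -0.76. These were the only listed genes whose read share differed from both controls, 1 of 8 for each chemical, and the count adjusted over the list alone was also 1 for each. Reads of SMAD4 (gene ID 4089; chromosome 18, 48556583 to 48611411, plus strand) differed between the controls, with 26730 CPM in control 1 and 14211 CPM in control 2. Its log2 fold change with etoposide was -0.15 against control 1 and 0.76 against control 2, and with propyl gallate -0.45 and 0.46. JUND (gene ID 3727; chromosome 19, 18390504 to 18392466, minus strand) was lower with etoposide by a log2 fold change of -0.06 against control 1 and -1.42 against control 2.

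**Figure D4:**
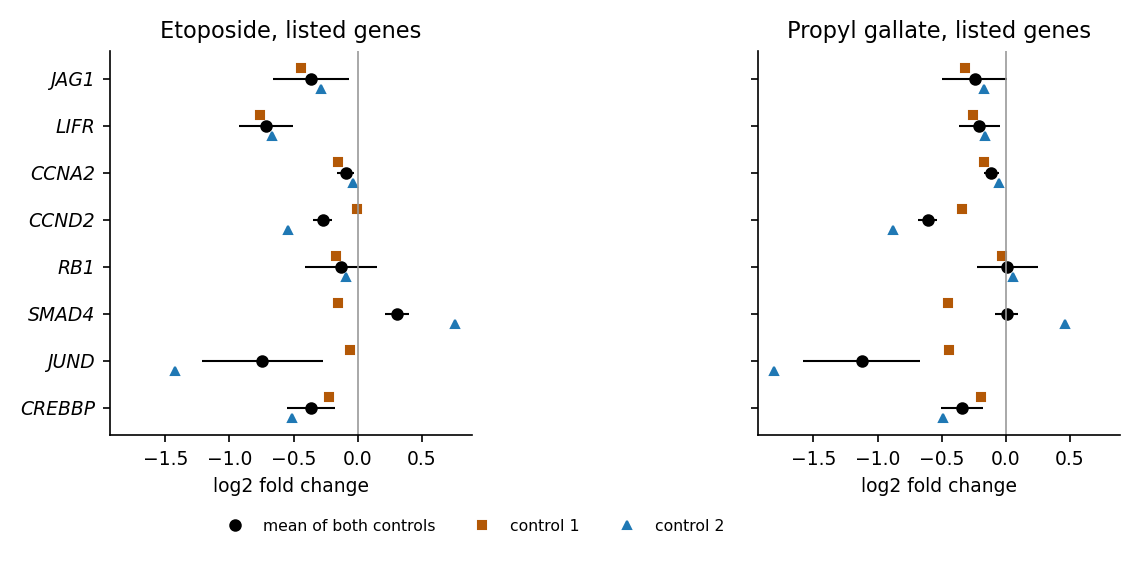
Log2 fold changes of the 8 listed genes that passed the read minimum, with etoposide (left) and propyl gallate (right), against the mean of both controls (circles, with 95% counting intervals), control 1 (squares) and control 2 (triangles). The squares of SMAD4 lie at -0.15 and -0.45 and its triangles at 0.76 and 0.46, on opposite sides of 0.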

Values the study reported

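The study reported that 28 of the 100 panel genes had lower expression after both etoposide and propyl gallate. Among those 28 genes, it reported higher mean methylation of CpG sites with either chemical for 16 genes.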

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

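The test in this part was chosen after its result was seen. In 26 genes under the read minimum, which were not among the 74 tested genes, 10 values in 8 genes were above both controls: the lower Wilson 95% limit of the CPM in a treated library exceeded the CPM of each control, or the limit that 3 reads allow there. With biotin, CD8B had 13 reads, BMP3 12 and ALDH1A1 16. With etoposide, ALDH1A1 had 15 reads. With propyl gallate, DLL1 and CD4 had 8 reads each. With theophylline, BMP3 had 4 reads and DLL3 13. With bisphenol A, the brachyury gene (symbol T) had 32 reads and CD3D 52. These genes were named because of their values. In the controls CD4, CD3D and T had 0 reads, CD8B and DLL3 had 1 and 0, DLL1 2 and 0, BMP3 4 and 0, and ALDH1A1 6 and 0.

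The limits are set in CPM, so the greater depth of the bisphenol A library alone does not produce these values. At the theophylline depth a count of 0 allows 157 CPM, so levels such as the 109.6 CPM of T can go unseen there. A candidate explanation is chance amplification of a few template molecules in single libraries. By the same rule, 3 genes differed between the untreated controls, with NOTCH4 (11 reads against 0) and SOX1 (15 against 0) higher in control 1 and COL2A1 (8 against 0) higher in control 2. In one direction that is 2 genes for control 1 and 1 gene for control 2. Set against the control of their own file set alone, the biotin library had 3 such genes and the other treated libraries 2 each. Such differences thus arise between untreated libraries too, but the counts are too few to tell this explanation from the others. Of the 8 genes, 6 stood out in 1 library only. An effect of a chemical on these genes stays open and was not tested, since each chemical had 1 library. Carry-over between libraries was not tested either.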

How the results depend on the processing

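For the results that answer a comparison, 186 values were computed under alternatives that could move them, of which 121 stayed within the tolerance set for them and 65 did not. Another 24 are left out of these counts, since a scaling adds 1 constant per library and cannot change a spread or a Pearson correlation. The control agreement moved beyond it under none of its 4 alternatives, but its tolerance was wide and its SD ran from 1.05 to 1.68 under them. The cause of the shifts was not tested except where the alternative itself changes the genes or libraries used. The ranks of the etoposide and propyl gallate pair and the count from all 100 deposited values were added after the data had been examined, as was the removal of FGF1 from the theophylline values, where it had no reads in that library or the controls; this left 13 genes at 2-fold. So was the setting of counts of 3 reads or fewer to the limit of 3 reads, which left 2 genes with propyl gallate and 11 with theophylline and changed no other count. No paired analysis was possible because each chemical had 1 library and the control numbers match no numbering of the chemicals. The deposited log2 values were not run for the control agreement or for the read shares, since the 2 controls have separate baselines and the test needs reads.

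Each range here gives the lowest and highest value over the 2 fits that each left out 1 control. The spread ran from 1.15 to 1.36 with biotin, 0.77 to 1.42 with etoposide, 0.95 to 1.79 with propyl gallate, 1.16 to 1.70 with theophylline and 1.10 to 1.61 with bisphenol A. The 2-fold genes ran from 9 to 18, 6 to 18, 4 to 23, 19 to 32 and 7 to 17, in the same order, where 1 control has to be passed instead of 2. The 19 with theophylline include FGF1 and ABCG2, which had 0 reads in that library and in control 1. Genes with different read shares ran from 43 to 43, 28 to 52, 43 to 57, 47 to 50 and 45 to 58. The correlation of etoposide and propyl gallate ran from 0.505 to 0.876 and its rank from 1 to 3.

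The read minimum changes the genes tested. With no minimum the spread with bisphenol A was 1.66, and the 2-fold genes were 7 with biotin, 5 with etoposide, 9 with propyl gallate, 22 with theophylline and 15 with bisphenol A. The correlation was then 0.404 and ranked 3. With a minimum of 50 reads (65 genes) the spread was 0.55 with biotin and 0.68 with bisphenol A, and the 2-fold genes were 1, 0, 1, 9 and 1. With theophylline the spread was 1.07 at that minimum, against 1.26.

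With a pseudocount of 5 reads the spread with theophylline was 0.93, and the 2-fold genes were 1 with etoposide, 2 with propyl gallate and 8 with theophylline. With the deposited log2 values, against the control of the same set, the 2-fold genes were 10 with biotin, 6 with etoposide and 7 with bisphenol A, and the correlation was 0.461 and ranked 3. At 1.5-fold the genes were 10, 7, 12, 22 and 7, and at 3-fold 1 with etoposide and 6 with theophylline. Against the pooled reads of both controls, read shares differed in 46, 43, 52, 51 and 59 genes. By Euclidean distance the pair ranked 2. Genes lower with both chemicals were 13 when lower against each control was required, and 7 at a log2 fold change under -0.5; the count of 28 from all 100 deposited values was within the tolerance. The 9-gene median with propyl gallate was -0.11 with TMM and -0.10 with DESeq2 scaling.

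Of 65 values of single genes, 11 changed direction under at least 1 alternative, among them SMAD4 with etoposide and propyl gallate without control 2 (-0.15 and -0.45).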

Other observations

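The tests of depth on the spread of fold changes, of the distance to the controls, and of shared controls on the profile correlation were chosen before the data were examined, and the other tests in this part only after the results were seen.

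The division of the libraries into 2 file sets was seen first in the baselines of the deposited log2 values, and the read counts themselves followed it. Each of the 5 treated libraries was nearer to the control of its own set, by at least 0.21 in the SD of log2 ratios. In 0 of 1000 simulations, with counting noise or with the dispersion of the control pair, did 5 unchanged libraries fall this way by as much. The levels of 24 genes parted control 2 and bisphenol A from the other 5 libraries without overlap. This was more than in each of the other 20 splits of the 7 libraries into 2 and 5, of which the largest parted 17 genes. ABCG2, named here because of its values, had 0 reads in control 1, etoposide, propyl gallate and theophylline, 6 with biotin, 117 in control 2 and 341 with bisphenol A. These values are consistent with a batch of culture, library preparation or sequencing behind the file sets, as a hypothesis; the labels give no batch. An effect of bisphenol A cannot account for the position of control 2. In a direct comparison of bisphenol A with the other chemicals, the batch and the chemical cannot be told apart, because its set holds no other chemical. With each chemical against the control of its own set, bisphenol A had a Pearson correlation of 0.037 with biotin and 0.283 with etoposide. It had 0.286 with propyl gallate and 0.163 with theophylline. Each set has 1 control library, so an error of that control stays in these values.

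The correlation of etoposide and propyl gallate against both controls was 0.707. Under the dispersion of the control pair, shared controls alone did not reach it: the largest of 1000 simulated values was 0.694. The simulated control pairs had an SD of at most 1.44, under the real 1.45, so this narrow margin does not exclude shared controls. Shared controls would raise all 10 pairs, but under that dispersion the 4 pairs with bisphenol A lay under the lowest 2.5% of their simulations. With counting noise alone these 4 pairs lay at percentiles between 2.6 and 12.9. Against control 1, under the dispersion, the bisphenol A pairs with biotin and etoposide lay at percentiles 30.8 and 34. Those with propyl gallate and theophylline lay at 0 and 0.7. With counting noise alone, 59 of 1000 simulations of etoposide and propyl gallate were as high. That noise is much smaller than the spread between the controls. A candidate explanation is the file set. When fold changes were taken against control 1, of the same set, the correlation was at percentile 50.1 of the simulations. The number of genes lower with both chemicals, 25 against control 1, lay at percentile 51.2 of unchanged libraries that share control 1. The simulations describe the correlations within the set only in part, since the 3 pairs with theophylline (0.189, 0.201 and -0.0135) lay below their 95% ranges. A common effect of both chemicals stays open. Biotin and etoposide, at 0.689 against control 1, were above 99% of the simulations, as 1 of 6 pairs within the set. With counting noise alone 76 of 1000 simulations were as high. The Spearman correlation of biotin and etoposide was 0.313, against 0.300 for etoposide and propyl gallate.

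The 8 listed genes were lower with both chemicals against control 1, a number that 0.02% of random lists reached, but the study chose the list from genes lower with both chemicals. Against control 2 the number lower with both was 6, at percentile 89.4 of random lists, and 4 with DESeq2 scaling. That comparison uses the same treated libraries on which the list was chosen, so choice and effect cannot be told apart here; new libraries would be needed.

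The spread of fold changes differed between the chemicals, from 0.89 to 1.26. Library depth would predict similar spreads at equal depth. After all libraries were thinned to 19052 reads, the ratio of the largest to the smallest SD had a median of 1.60 over 100 thinnings, and the lowest ratio was 1.31. Theophylline had the most genes at least 2-fold from both controls, and after thinning it had a median of 13 against 3 to 5 in the other libraries, which reached its count in 0 of 100 thinnings. Thinning reads does not mimic a library made from fewer RNA molecules, and lower input or quality of the theophylline sample stays open, as does an effect of theophylline; neither was tested.

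The excess of lower over higher genes with theophylline depended on the scaling. TMM and DESeq2 scaling moved the median log2 fold change of all tested genes there from -0.25 to 0.08 and 0.01. Such a shift draws the balance toward even by construction, so it cannot tell whether the scaling caused the excess. Of the 2-fold genes with theophylline, 71.4% were lower with scaling to the panel total, 53.8% with TMM scaling and 57.1% with DESeq2 size factors. With counts of 3 reads or fewer set to the limit of 3 reads where that made the fold smaller, these were 72.7%, 50% and 54.5%, so that with TMM scaling as many genes were higher as lower. In that library HDAC2, named here because of its values, had 131430 CPM, against 89213 and 72831 in the controls.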
